A study of Mus musculus with 4 samples.

How the data were processed

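Chromatin accessibility was measured by ATAC-seq in 4 libraries of microglia, the resident macrophages of the brain. In ATAC-seq the Tn5 transposase cuts open chromatin and inserts sequencing adapters, so that positions with many cut sites mark accessible DNA. Per the labels, the cells were sorted by flow cytometry from brains of 3-month-old mice, the nuclei were tagmented with a commercial kit, and each library was amplified with 12 cycles of PCR. The labels give the genotype as WT for 2 libraries and IRF8KO for 2 libraries, with replicates 1 and 2 in each. Libraries were grouped by these labels alone.

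The deposited files are peak lists, 1 per library. Per the file headers, the authors called peaks in each library separately with MACS 2.1.1.20160309, without a control, at a p cutoff of 0.01 and an effective genome size of 1.87e+09. Per the file headers, cut sites were moved by -37 bp and extended to 73 bp, duplicates left in the input were kept, sub-peak summits were searched for, and the local background was taken over 10 kb. These options were identical in the 4 headers. Cut sites centred in this way suit Tn5 data, in which the end of a read and not the middle of a fragment marks the accessible position. The aligner and the genome build are not given in the sources used here. Per the file headers, the tag size was 50 bp in both WT libraries and 49 bp in both IRF8KO libraries.

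The deposited pileup is a signal, the whole-number depth of extended cut sites at a summit, and it is not scaled for sequencing depth. The deposited fold enrichment is a ratio of that pileup to the local background of the same library. The deposited p and q of each peak are given as −log10 values. The file headers state that q was not calculated, but the q column held values that rose with p, the lowest being 0.117, and these were used. All peak scores are the authors' own and were used in the comparisons of the results only to describe, rank or filter peaks within a list. Pileup relative to tag number was in addition set across lists in the equal pileup alternative, in the depth test and in the matching of neighbouring regions, where it assumes that pileup scales with tag number. Every threshold on p or q moves with depth, because a peak of given height is called more readily in a deeper library. Per the file headers the libraries held 46948938 and 48896408 tags in WT and 78793572 and 66224648 tags in IRF8KO. Depth and tag size therefore both followed genotype. No fit could separate tag size from it. Depth also differed between replicates, but 4 libraries are too few for a fit to separate it reliably.

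Each list repeats an interval for every summit within it. Intervals were reduced to distinct peaks, each with its best summit. A peak with −log10 q of 2 or more was called strict. Peaks on the autosomes and chromosome X were used for the comparisons. The lists were compared with the GRCm38 genome and the GENCODE M21 annotation. All peaks on the 20 chromosomes used lay inside the GRCm38 chromosome lengths. Between 47.3% and 49.1% of 41135 protein-coding transcription start sites (TSSs) lay in a strict peak, against 1.86% to 2.13% after the TSS positions were moved by 20000 or 50000 bp. Coordinates are therefore given for GRCm38, counted from 1. The genes used for TSSs were protein-coding, long non-coding and polymorphic ones. The last class was added after the lists were seen, because Clec7a belongs to it in this annotation.

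Strict peaks of the 4 libraries were merged into regions. A region was present in a library when a strict peak overlapped it by at least 1 bp, and absent when no deposited peak of any strength did. WT-specific regions were present in both WT and absent in both IRF8KO libraries, and IRF8KO-specific regions were the converse. The same pattern was counted for the 4 mixed pairs of 1 WT and 1 IRF8KO library, which shows differences between libraries that do not follow genotype. Depth and tag size follow genotype, so their effects cancel in the mixed pairs and are not measured by them. Pairs of libraries were compared by the Jaccard index, the base pairs shared by the strict peaks as a percentage of the base pairs covered by either.

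For each region present in both libraries of a genotype or in all 4, the bases within 100 bp of the summit were searched on both strands for 12 motifs fixed in advance. These included the ETS-IRF composite element GGAANNGAAA, at which IRF8 binds with PU.1, and AP-1, CEBP and RUNX motifs. Shares of regions were compared by two-sided Fisher exact tests with Benjamini-Hochberg adjustment, over 36 motif tests and 3 promoter tests. Promoter regions lay within 1 kb of a TSS. The units of these tests are regions, so they describe these libraries and not a population of mice. Values per library were compared by two-sided exact permutation tests, whose smallest possible p with 2 against 2 libraries is 0.333. Shares carry 95% Wilson intervals, which cover counting error only.

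The genes named were set by a rule. It took the 5 best regions of each genotype by the worse of their within-list ranks on −log10 q. It also took fixed lists of target, microglia identity, disease-associated microglia, regulator, control and other-cell-type genes, counted over the gene body and 10 kb on each side. Genes of the lists are named where they held a genotype-specific region, and Irf8 always, except that some genes of the lists are not reported here. These designs and lists and most alternatives were chosen before the data were examined. Monocyte and border macrophage lists, used only for the closing observations, were written after the data were seen and before they were tested.

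Region building and the motif scan were tested on simulated data. Of 200 peaks removed from each simulated genotype among 97473 strict peaks of WT replicate 1, all 200 were recovered as specific in each direction, with 0 regions in the mixed pairs. All simulated libraries were slightly shifted copies of that list, without weak peaks, noise or depth differences. The recovery therefore checks the code and gives no error rate for the real classes. A motif planted in 20% of 3000 random windows was found in 20.2%, against 0.700% of unplanted windows. Fisher tests of 200 simulated pairs without a difference gave p below 0.05 in 2.00% of draws. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

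Alternatives covered the strict threshold, the meaning of absence, the overlap, merging, list length, chromosomes, motif window and summit, GC matching, the promoter width and each replicate left out. A fold enrichment threshold and a pileup threshold equal relative to tag number were added after the data were seen. Peaks on chromosome Y and on scaffolds were left out of the comparisons.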

Results

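Peak lists from 4 ATAC-seq libraries of sorted mouse microglia were compared, 2 labelled WT and 2 labelled IRF8KO. IRF8 is a transcription factor of the interferon regulatory factor family, and the comparison addressed which accessible regions differ between microglia with and without it. WT replicates 1 and 2 held 46948938 and 48896408 tags, and IRF8KO replicates 1 and 2 held 78793572 and 66224648. The IRF8KO libraries were on average 1.51 times as deep.

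The lists held 143525 and 177972 distinct peaks in WT replicates 1 and 2 and 180970 and 173590 in IRF8KO replicates 1 and 2. Strict peaks numbered 97473 and 98863 in WT and 83996 and 95921 in IRF8KO. The mean of strict peaks was 98168 ± 983 in WT and 89958.5 ± 8432 in IRF8KO (SD, n = 2 each), a difference of -8209.5, with an exact two-sided permutation p of 0.333, the smallest this design allows. The difference was smaller than the SD in IRF8KO. It was reversed when all deposited peaks were counted, where IRF8KO libraries held 16531.5 more on average (exact permutation p 0.667). Strict peaks covered 25.1 ± 0.859 Mb in WT and 26.0 ± 2.69 Mb in IRF8KO (SD, n = 2 each), which did not differ beyond the spread. The share of strict peaks within 1 kb of a TSS was 24.6% ± 0.571 in WT and 24.7% ± 1.51 in IRF8KO (SD, n = 2 each).

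Whether libraries of one genotype shared more accessible sequence was read from the pairs of libraries. The Jaccard index of strict peaks was 64.3% between the WT libraries and 62.9% between the IRF8KO libraries. The 4 pairs of 1 WT and 1 IRF8KO library gave 49.3% to 53.7%, with a mean of 51.4% ± 1.82 (SD over 4 pairs). The within-genotype mean of 63.6% was 12.2 percentage points higher, a difference larger than the spread between the mixed pairs. Every mixed pair lay below both within-genotype pairs. The alternative that moved this difference most was the use of all deposited peaks, which gave 8.21 percentage points.

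**Figure D1:**
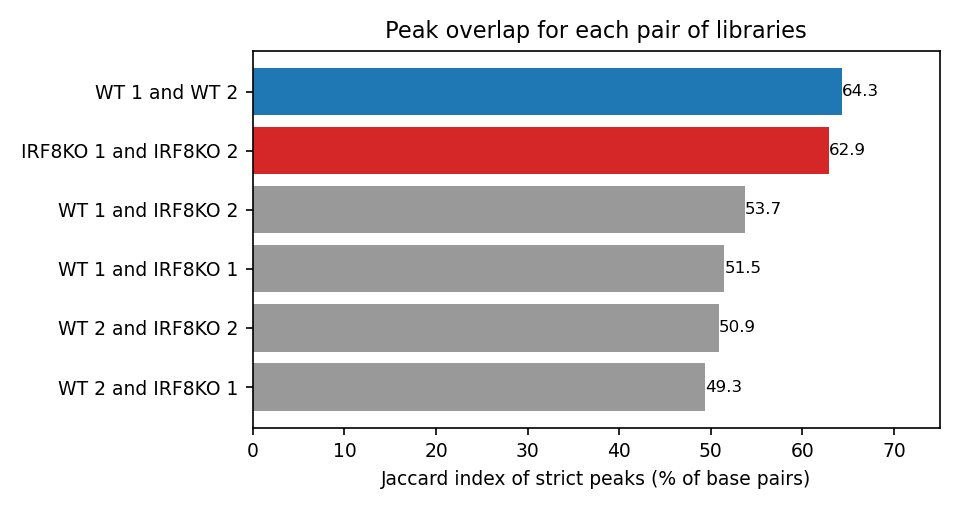
Jaccard index of strict peaks in percent of base pairs for each of the 6 pairs of libraries, with the WT pair in blue, the IRF8KO pair in red and mixed pairs in grey. The pairs within a genotype stand at 64.3% and 62.9%, above all mixed pairs.

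Merging the strict peaks gave 155546 regions with a median length of 197 bp. Of these, 48262 (31.0%) were present in all 4 libraries, and 66988 (43.1%) were present in 1 library only. WT-specific regions numbered 8673, and IRF8KO-specific regions numbered 6005. The 4 mixed pairs gave 298, 1018, 263 and 689 regions by the same definition, a mean of 567 ± 357 (SD over 4 pairs). WT-specific regions were thus 8.52 times, and IRF8KO-specific regions 5.90 times, as numerous as the largest mixed set. No test was run on single regions, since an exact permutation test of 2 against 2 libraries cannot give a p below 0.333. The largest move as a ratio came from an equal pileup threshold relative to tag number, a setting chosen after seeing the data, which left 2370 WT-specific and 889 IRF8KO-specific regions against 15 to 59 in the mixed pairs. Leaving out WT replicate 1 raised the WT-specific count to 25432, and leaving out IRF8KO replicate 1 raised the IRF8KO-specific count to 21321, since fewer libraries then had to hold a peak. For 5618 of the IRF8KO-specific regions the pileup was too low to exclude the greater depth of the IRF8KO libraries.

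**Figure D2:**
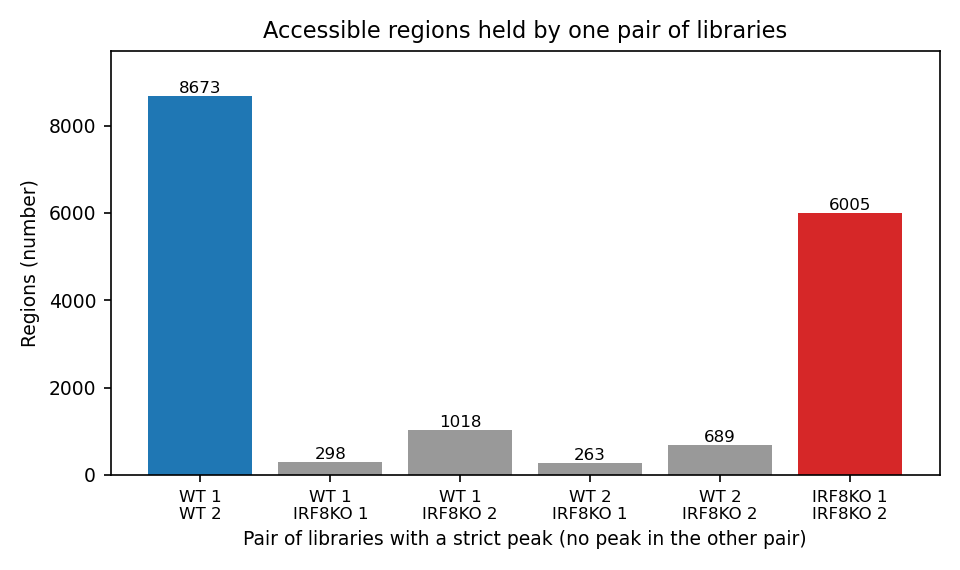
Number of regions with a strict peak in both libraries of a pair and no deposited peak in the other pair, for each of the 6 pairs. The WT pair held 8673 regions (blue), the IRF8KO pair 6005 (red), and the mixed pairs 263 to 1018 (grey).

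Genotype-specific regions lay farther from TSSs than regions present in all 4 libraries. Promoter regions made up 7.45% of WT-specific regions (95% Wilson interval 6.91% to 8.02%), 9.66% of IRF8KO-specific regions (8.94% to 10.4%) and 32.7% of regions present in all 4 (32.3% to 33.1%). The median distance to a TSS was 17793 bp, 16037 bp and 6705 bp in the same order. Introns held 54.7% of WT-specific and 50.8% of IRF8KO-specific regions, and 37.7% of regions present in all 4. Median region lengths were 211 bp, 253 bp and 412 bp. The promoter share of WT-specific regions minus that of IRF8KO-specific regions was -2.21 percentage points (Fisher exact test, two-sided, adjusted p 2.5e-06). That sign was not stable, since leaving out IRF8KO replicate 1 gave 0.742 and leaving out IRF8KO replicate 2 gave 0.344 percentage points.

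Motifs were compared to see which transcription factor binding sequences accompanied the differing regions. The ETS-IRF composite motif GGAANNGAAA was found in 1629 of 8673 WT-specific summit windows, or 18.8% (95% Wilson interval 18.0% to 19.6%). It was found in 109 of 6005 IRF8KO-specific windows, or 1.82% (1.51% to 2.18%), and in 4.12% of windows present in all 4 libraries (3.94% to 4.30%). The odds ratio of WT-specific against IRF8KO-specific windows was 12.5 (Fisher exact test, two-sided, adjusted p 3.77e-263). In the mixed pairs 57 of 2268 windows held it, or 2.51%. The alternative that moved the difference of 17.0 percentage points most was leaving out WT replicate 1, which gave 6.60.

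The ISRE motif (GAAANNGAAA) also leaned to WT, at 6.27% of WT-specific and 2.91% of IRF8KO-specific windows, against 3.30% of windows present in all 4 (Fisher exact test, two-sided, adjusted p 3.68e-21 between the genotype-specific classes). AP-1, CEBP, RUNX, MAF, E-box, MEF2 and NF-kB motifs were more frequent in IRF8KO-specific than in WT-specific regions. AP-1 (TGASTCA) was found in 14.9% of IRF8KO-specific and 4.24% of WT-specific windows, against 5.91% of windows present in all 4 (adjusted p 6.95e-112 between the genotype-specific classes). CEBP (TTGCNNAA) was found in 20.1% and 8.49%, against 9.33% (adjusted p 7.73e-90). RUNX was found in 10.9% and 5.04%, against 5.68% (adjusted p 3.07e-39). MAF was found in 7.76% and 4.25%, against 5.46% (adjusted p 1.27e-18). The E-box was found in 4.70% and 3.02%, below the 5.48% of windows present in all 4 (adjusted p 2.84e-07 between the genotype-specific classes). MEF2 was found in 1.07% and 0.323%, against 0.630% (adjusted p 7.36e-08), and NF-kB in 0.949% and 0.173%, against 0.530% (adjusted p 8.28e-11). These are two-sided Fisher exact tests adjusted over 36 tests. Leaving out IRF8KO replicate 1 or 2 lowered the IRF8KO-specific share of AP-1 to 9.51% or 8.02%, of CEBP to 13.9% or 11.6% and of RUNX to 7.75% or 6.25%. The PU.1 motif was found in 9.30% of WT-specific and 7.84% of IRF8KO-specific windows, a difference of 1.46 percentage points (adjusted p 0.00235). Both shares lay below the 10.8% of windows present in all 4 (adjusted p 3.80e-05 for WT-specific and 7.76e-13 for IRF8KO-specific regions). CTCF stood at 0.726% and 0.799% of the genotype-specific windows, a difference that was not significant (adjusted p 0.647), and at 5.70% of windows present in all 4.

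**Figure D3:**
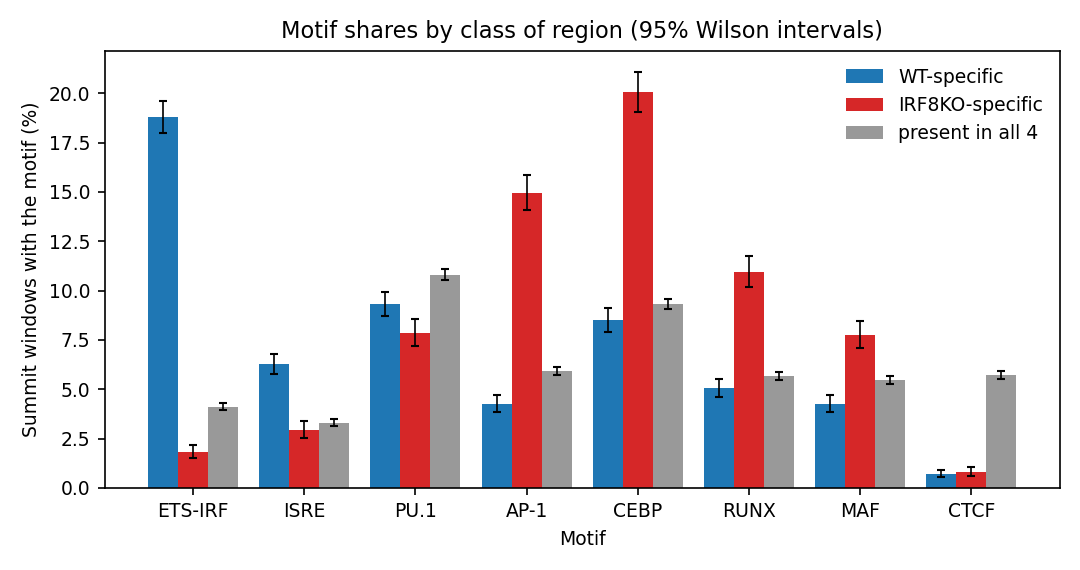
Percentage of summit windows holding each of 8 motifs in WT-specific regions (blue), IRF8KO-specific regions (red) and regions present in all 4 libraries (grey), with 95% Wilson intervals as error bars. ETS-IRF stands at 18.8% in WT-specific regions, and CEBP at 20.1% in IRF8KO-specific regions.

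A comparison with 1 value per library used the 20000 strict peaks of largest −log10 q in each list. The ETS-IRF motif was found in 7.01% and 6.76% of these peaks in WT replicates 1 and 2 and in 3.55% and 3.72% in IRF8KO replicates 1 and 2. The means were 6.89% ± 0.177 in WT and 3.63% ± 0.117 in IRF8KO (SD, n = 2 each), a difference of -3.25 percentage points with an exact permutation p of 0.333, the smallest possible. The difference exceeded both SDs. The ISRE share was 3.5% ± 0.156 in WT and 2.88% ± 0.0919 in IRF8KO (SD, n = 2 each). The AP-1 motif rose from 5.56% ± 0.134 in WT to 7.95% ± 0.138 in IRF8KO, and CEBP from 8.20% ± 0.0354 to 10.8% ± 0.421 (SD, n = 2 each). RUNX rose from 4.97% ± 0.138 to 6.37% ± 0.103, and MAF from 5.21% ± 0.134 to 6.14% ± 0.0354. MEF2 rose from 0.535% to 0.673%, NF-kB from 0.538% to 0.740% and CTCF from 1.75% to 1.98%. PU.1 was lower in IRF8KO, at 11.2% ± 0.233 in WT and 10.4% ± 0.626 in IRF8KO. Its replicate 2 values were close, at 10.99% in WT and 10.88% in IRF8KO. NRF1 stood at 0.985% ± 0.0354 in WT and 0.913% ± 0.0177 in IRF8KO, with only 180 to 202 peaks per library (SD, n = 2 each). Each of these comparisons had an exact permutation p of 0.333 (n = 2 each) and an adjusted p of 0.364 over the 12 motifs. The E-box share did not differ beyond the spread, at 6.93% ± 0.127 in WT and 6.86% ± 0.113 in IRF8KO (SD, n = 2 each, exact permutation p 0.667). In the genotype-specific regions, by contrast, the E-box share was higher in IRF8KO and the CTCF share did not differ significantly. NRF1 was found in only 3 WT-specific and 2 IRF8KO-specific windows.

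**Figure D4:**
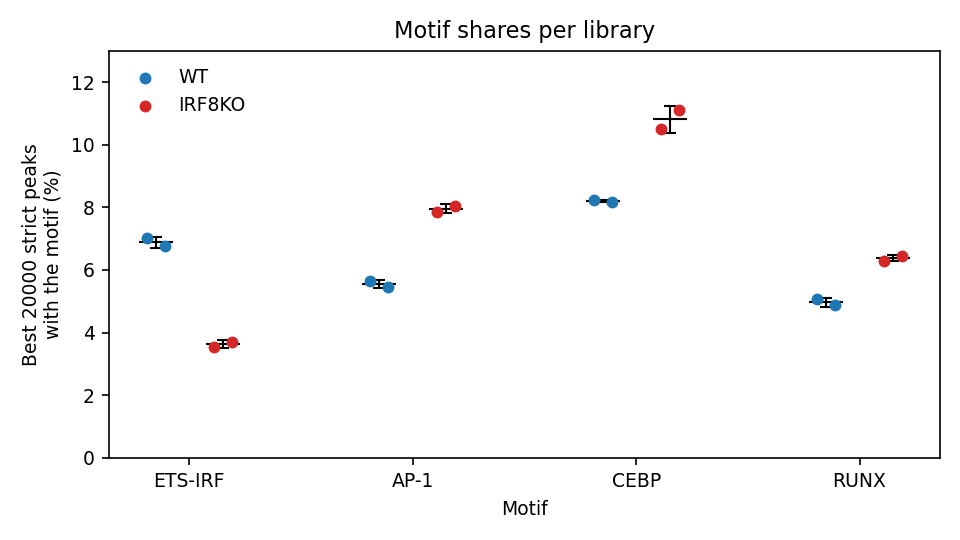
Percentage of each library's best 20000 strict peaks holding the ETS-IRF, AP-1, CEBP and RUNX motifs, with a point per library and bars for the mean and SD (n = 2). WT values (blue) lie above IRF8KO values (red) for ETS-IRF and below them for the other 3 motifs.

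The Irf8 locus was examined for each library because the labels name it as the target. Irf8 lies on chromosome 8 at 120736358 to 120756694 on the plus strand. Its promoter held a strict peak in all 4 libraries. Within the gene and 10 kb on each side, strict peaks numbered 9 and 6 in WT and 12 and 10 in IRF8KO. An IRF8KO-specific region lay in the gene body at 120743982 to 120744200. Its pileup of 37 in both IRF8KO libraries was too low to exclude their greater depth. Peak lists do not show which part of the gene was removed, so the labels were not tested by these values.

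The WT-specific regions ranked highest lay at chromosome 6, 94159256 to 94159943, in a Magi1 intron, and at chromosome 10, 13438430 to 13438809, in a Phactr2 intron. Their −log10 q values were 354 and 273 for the Magi1 region and 295 and 256 for the Phactr2 region, in WT replicates 1 and 2. The 3 that followed lay at chromosome 17, 72903800 to 72904314, between genes and 14.0 kb from Lbh; at chromosome 3, 127796329 to 127796656, in a Tifa intron; and at chromosome 13, 92030709 to 92031075, in a Rasgrf2 coding exon. The Lbh region held the ETS-IRF sequence GGAAGGGAAA at 72904000 to 72904009, and the Rasgrf2 region held its reverse complement form TTTCTCTTCC at 92030830 to 92030839.

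The IRF8KO-specific regions ranked highest lay at chromosome 9, 88273270 to 88273750, 13.4 kb from Gm28231; at chromosome 5, 86078608 to 86079170, in a Stap1 intron; and at chromosome 5, 48331398 to 48331847, in an intron of 5730480H06Rik. The remaining ones lay at chromosome 13, 88459519 to 88460068, 61.1 kb from Gm34585, and at chromosome 1, 107496806 to 107497339, 14.1 kb from Serpinb2. The Gm28231 region had −log10 q values of 450 and 522 in IRF8KO replicates 1 and 2. All 10 regions kept their class in the 4 settings that raised the threshold or shortened the lists. That outcome was fixed in advance, since regions ranked this high lie far above those thresholds.

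Among microglia identity genes, Sall1 held 8 strict peaks in each WT library and 3 and 2 in IRF8KO replicates 1 and 2. Its promoter held a strict peak in both WT libraries and in neither IRF8KO library. The only WT-specific region of Sall1 lay 7.39 kb from the TSS, so a weaker deposited IRF8KO peak at the promoter was not excluded. P2ry12 and Olfml3 held 1 WT-specific region each, and Cx3cr1 held 1 WT-specific and 3 IRF8KO-specific regions. Among disease-associated genes, Spp1 held 2 WT-specific regions and Lpl held 1, whereas Clec7a and Apoe held 2 IRF8KO-specific regions each and Axl held 1. The Axl promoter held a strict peak in both WT libraries and in neither IRF8KO library. Axl held no WT-specific region, so a weaker deposited IRF8KO peak at that promoter was not excluded. The Clec7a region in the gene body, at chromosome 6, 129471431 to 129471790, lay 1.28 kb from the TSS and had −log10 q values of 48.7 and 78.2 in IRF8KO replicates 1 and 2. Among regulators, Batf3 held 4 WT-specific and 1 IRF8KO-specific region, Runx1 held 2 of each, and Bhlhe41 held 1 IRF8KO-specific region. Of the control genes, Csf1r held 3 WT-specific and 1 IRF8KO-specific region and Gapdh held 1 WT-specific region. Of the IRF8KO-specific regions named here, only the Clec7a one in the gene body had a pileup high enough to exclude greater depth. Its pileup was 89 and 131 in IRF8KO replicates 1 and 2. For the others depth and genotype cannot be told apart.

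Genes of other cell types served as a check for foreign cells. Slc1a2 held 4 WT-specific regions, Pecam1 held 2, Syt1 held 1 and Mbp held 2 of each class. Strict peaks at Slc1a2 numbered 14 and 12 in WT replicates 1 and 2 and 4 and 6 in IRF8KO replicates 1 and 2. Gfap held no genotype-specific region and is named because of its promoter, chosen after its values were seen, which held a strict peak in both WT libraries and in neither IRF8KO library. A weaker deposited IRF8KO peak at the Gfap promoter was not excluded. Rbfox3 held 2 IRF8KO-specific regions, and Ltf and Elane held 1 each. Greater depth could not be excluded for these or for the IRF8KO-specific Mbp regions. The balance of WT-specific and IRF8KO-specific regions did not differ significantly from that of all such regions in any list tested. The B or T cell list held no genotype-specific region. The smallest of the Fisher exact p-values, two-sided, was 0.15 for the astrocyte list, with an adjusted p of 0.816.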

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

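All tests in this part were chosen after the result was seen. Chromosome Y was left out of the comparisons. It held 47 merged regions, of which 16 were present in all 4 libraries. Strict peaks in both IRF8KO libraries, with no deposited peak in either WT library, were seen at 5 of them, and the converse at 3. The mixed pairs gave 0 to 1. This is a signal outside the main measurement that stood above the WT libraries. The TSSs of Kdm5d, Eif2s3y, Uty and Ddx3y lay near strict peaks in all 4 libraries, so a library without a Y chromosome is not the source.

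The 3 strongest of these regions lay at 1511391 to 1511815, 1591967 to 1592253 and 1672472 to 1672777. Reads shared between near-identical copies may contribute, since 4 of the 5 regions held 50-bp stretches found more than once on chromosome Y, and in these 3 regions every probe was repeated. The region at 897964 to 898053 held none among 5 probes, so repeats of that kind do not account for all 5. That region was weak, with pileups of 13 and 18 in IRF8KO replicates 1 and 2. It lay beside the Kdm5d TSS at 897788, near which all 4 libraries held strict peaks. Copies with mismatches or elsewhere in the genome were not tested and stay open for it. Depth could not be excluded either. The lowest pileup expected in the smaller WT library was 7.75, under the 33.5 needed to rule out a missed peak. A difference in Y-linked copy number between the mice stays open and untested, and repeats and depth cannot be told apart from it here. Scaffolds outside the chromosomes went the other way, with 21 WT-specific and 2 IRF8KO-specific regions.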

How the results depend on the processing

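The alternatives with a fold enrichment threshold and with an equal pileup relative to tag number were chosen after the data were seen. The ETS-IRF difference between genotype-specific regions kept its direction and its side of the threshold in all 14 alternatives, with differences from 6.60 to 24.4 percentage points. The lowest came without WT replicate 1 and the highest at a fold enrichment of 5. The ETS-IRF share per library stayed lower in IRF8KO in all 9 alternatives.

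The counts of genotype-specific regions moved with the threshold, while both stayed above every mixed pair where these were computed. At a −log10 q of 5 there were 4429 WT-specific and 3016 IRF8KO-specific regions, against 6 to 79 in the mixed pairs. A fold enrichment of 5 gave 3335 and 1678, against 1 to 17. An equal pileup relative to tag number gave 2370 and 889. Stricter thresholds admit fewer peaks by construction. Of the WT-specific regions 24.4% and of the IRF8KO-specific regions 14.3% remained under an equal pileup. Leaving out a replicate gave 10012 to 25432 WT-specific and 7834 to 21321 IRF8KO-specific regions, because fewer libraries had to meet the criteria. The count of WT-specific regions rose most without WT replicate 1 (25432), then without WT replicate 2 (21086) and IRF8KO replicate 2 (14376). The IRF8KO-specific count rose most without IRF8KO replicate 1 (21321) and replicate 2 (20169).

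The difference in strict peaks reversed to 16531.5 more in IRF8KO with all deposited peaks. The cause was not tested. Leaving out a replicate gave -14172 to -2247. The within minus between overlap was 14.5 percentage points at −log10 q of 5, 8.21 with all deposited peaks and 9.74 as the share of strict peaks overlapped, and stayed above 0 in all of these.

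The promoter difference was -1.29 percentage points under an equal pileup (adjusted p 0.278), no longer past the threshold. Over all its alternatives the adjusted p ran from 1.11e-47 to 0.278. Without a replicate it ran from -5.03 to 0.742, reversed without IRF8KO replicate 1 (0.742) and replicate 2 (0.344). The cause was not tested.

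The replicate numbers share only a name across genotypes, and the correlation of same-numbered deviations was -0.0185. With the replicate block the differences were -8209.5 strict peaks (exact permutation p 0.5) and -3.25 percentage points of ETS-IRF share (p 0.5), the smallest p that block allows. Depth limits the absence calls, since a WT library lists no peak below a pileup of 6.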

Other observations

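Of the tests in this part, the tag ratio, the neutrophil promoters and the astrocyte promoters were chosen only after the result was seen, as were the counting estimate for ample signal, the retention shares and the matched backgrounds for neighbours. GC matching was chosen before the data were examined, but its value was known when it was set against base composition here.

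Greater depth in IRF8KO might have produced the IRF8KO-specific regions. The lower of the 2 IRF8KO pileups was scaled to the smaller WT library and set against a bound of 33.5. At that expected pileup a draw 3 Poisson SDs low would still reach 16, which 95% of that library's peaks near its cutoff did not exceed. Of 6005 regions, 387 lay above the bound. Counting noise would leave 0.214 such regions unseen among the 20536 above the bound and strict in both IRF8KO libraries, so depth does not explain those 387. For the other 5618 regions depth and genotype cannot be told apart, because their pileup was low. WT-specific regions cannot come from low depth in IRF8KO, since the smaller IRF8KO library held 1.35 times the tags of the larger WT library. Tag size and any batch followed genotype and stay open.

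A candidate explanation for the ETS-IRF result is loss of IRF8 binding with PU.1. Base composition was tested by matching windows on GC, which left a difference of 17.1 percentage points, although mean GC was already similar, at 47.7% and 47.3%. Spacing was the sharper test. GGAA and GAAA at other spacings of 0 to 10 bp gave odds ratios of 0.856 to 2.0, against 12.5 at 2 bp, so a motif pair at any spacing does not account for it. A weaker excess was seen at 7 of the 10 other spacings, with odds ratios from 1.28 to 2.0 at adjusted p below 0.05. Of WT-specific windows with the motif, 43.3% (95% Wilson interval 40.9% to 45.7%) had it centred within 25 bp of the summit, against 26.0% of start positions. In regions present in all 4 libraries 27.3% did, and in IRF8KO-specific regions 14.7%. Among the middle bases, GGAAGTGAAA was seen in 390 WT-specific and 13 IRF8KO-specific windows. Of regions strict in both WT libraries, 36.7% of those with the motif and 11% of those without it were WT-specific. Tag size, 50 bp in WT and 49 bp in IRF8KO, gives no reason for an excess at 1 spacing or near summits. The odds ratio of 12.5 at 2 bp, against at most 2.0 at other spacings, thus argues against tag size as the source of this motif difference. Any batch that followed genotype was not excluded, so the explanation remains a hypothesis.

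The AP-1 and CEBP shares of IRF8KO-specific regions, 14.9% and 20.1%, might have been a property of weak peaks seen in 2 of 4 libraries. The 2268 mixed-pair regions held AP-1 in 4.06% and CEBP in 8.11%, far lower, which argues against it. The shares rose under an equal pileup relative to tag number, to 22% and 25.4% of the 889 regions. They fell to 9.51% and 13.9% without IRF8KO replicate 1 and to 8.02% and 11.6% without IRF8KO replicate 2. A gain of AP-1 and CEBP activity, whether from the missing factor or from a change of cell state, stays open and untested.

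A strain segment carried along with the targeted allele could have enriched differing regions around Irf8. Within 10 Mb of Irf8, 8.90% of 1765 regions were genotype-specific, at percentile 33.9 of 492 windows of 20 Mb, so no excess was seen at that scale. A smaller segment was not tested.

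Monocytes, border macrophages or neutrophils among the sorted IRF8KO cells might have contributed IRF8KO-specific regions. In both WT libraries 1 monocyte, 2 border macrophage and 0 neutrophil marker promoters held strict peaks. Of 6 monocyte marker promoters (Ccr2, Ly6c2, Chil3, Plac8, Vcan, F13a1), 0 held strict peaks in both IRF8KO and neither WT library. Chil3, Vcan and F13a1 were strict in IRF8KO replicate 2 and not in IRF8KO replicate 1, and Chil3 had no peak in WT. Vcan was also strict in both WT libraries and F13a1 in WT replicate 2. Of 7 neutrophil markers 0 met that criterion, but S100a8 was strict in both IRF8KO libraries and in WT replicate 1, and Camp was strict in IRF8KO replicate 2 alone. Ccr2, Ly6c2 and Plac8 had no deposited peak in either IRF8KO library, and no IRF8KO-specific region lay near the 6 monocyte genes. Ccr2, Ly6c2 and Plac8 thus gave no sign of monocytes in either IRF8KO library. Chil3, Vcan and F13a1 leave monocytes in IRF8KO replicate 2 open, so these few markers do not settle the question. A share too small to give peaks is not excluded. Neutrophils stay open, because the markers are few. Of 6 border macrophage markers (Mrc1, Cd163, Lyve1, Pf4, Cbr2, Ms4a7), 1 was strict in both IRF8KO and neither WT library, Ms4a7. Near these genes lay 4 IRF8KO-specific and 0 WT-specific regions (Fisher exact test, two-sided, p 0.028, adjusted p 0.084 over 3 lists), at Mrc1, Pf4 and Ms4a7. Mrc1 and Pf4 promoters were strict in all 4 libraries. A small share of border macrophages and a change within microglia cannot be told apart from these values.

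Astrocytes among the sorted WT cells might likewise have contributed WT-specific regions. Of 3 astrocyte genes, 1 had a promoter strict in both WT libraries and in neither IRF8KO library, Gfap. The Slc1a2 promoter was strict in WT replicate 1 alone, although Slc1a2 held 4 WT-specific regions. The strongest of them, with −log10 q of 40.0 and 23.6 in WT replicates 1 and 2, lay in the gene body and held the ETS-IRF motif. All the others lay past the end of the gene, and the one at 102791748 to 102791959 also held that motif. Aqp4 held no strict peak in WT and 2 in IRF8KO replicate 1. With so few genes a share of astrocytes stays open.

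If the same loci exchanged regulatory sites, WT-specific regions would have IRF8KO-specific neighbours more often than random accessible regions. The opposite was seen. Only 6.88% had one within 10 kb, against 11.9% ± 0.355 (SD over 1000 draws) for random regions matched on distance to a TSS. These were drawn from 73880 regions strict in 2 or more libraries and not genotype-specific. With regions strict in 2 or 3 libraries the share was 11.8%, and 0 of 1000 draws came as low. When the draws were also matched on region length and on pileup relative to tag number, in 4 bins each, the share was 10.8% ± 0.332, and 0 of 1000 draws came as low as 6.88%. The predicted excess was thus not seen against any of these backgrounds. No biological explanation for the spacing was tested.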
